A study of Mus musculus with 16 samples. Its data were reported in "Pluripotency reprogramming by competent and incompetent POU factors uncovers temporal dependency for Oct4 and Sox2" (2019).

How the data were processed

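ChIP-seq was performed by the authors on OG2 MEFs transduced with Sox2, Klf4 and 1 POU factor, with antibodies against Oct4 (6 libraries), Sox2 (6 libraries) and Oct6 (1 library). The authors aligned paired-end reads to the mouse genome mm10 with Bowtie2, removed reads of low mapping quality and PCR duplicates with samtools, and called peaks with MACS2 at a fixed p-value threshold with its option for calling several summits per peak. The score of each summit, as deposited by the authors, is the −log10 of the MACS2 p-value at that summit, neither adjusted nor scaled between libraries. For Oct4 S151M and Oct6 M151S the deposited peak tables also gave the fold enrichment over the MACS2 local background (a ratio) and the −log10 of the q-value, which is adjusted within a library. MACS2 was called per library, so scores depend on read depth and were used only to rank summits within a library or to set a minimum. No reads, alignments or coverage tracks were analysed here, and the 3 input libraries were not analysed here. The values of 1 library, Oct6 M151S, went below the lowest score of the other 12, so it was called at a looser threshold than they were.

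Samples were grouped by antibody, cocktail and day from their titles. Each of the 16 groups had 1 library. The coordinates were checked against mm10 (GRCm38), and 0 summits lay past the end of a chromosome. The genome sequence and the GENCODE M21 basic annotation of this build were used. Of the 227116 summits, 154 (0.0678%) lay off chromosomes 1 to 19, X and Y. They were kept for overlaps and left out of motif and promoter shares.

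A site was counted as bound in another library when a summit of that library lay within 100 bp, the distance used by the study. For trajectory classes and for Sox2 sites of several cocktails, summits of all libraries concerned were merged when within 100 bp of the next. Background sharing was measured by moving all sites of a library along their chromosomes by a random distance between 10 kb and 1 Mb, 100 times, with a fixed seed. Motifs were found as consensus strings on both strands in windows of 100 bp to each side of a summit. The 4 POU motifs were fixed before the data were examined: SoxOct (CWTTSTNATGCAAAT, up to 2 mismatches), MORE (ATGMATATKCAT, up to 1), MORE+1 (ATGMATWATKCAT, up to 1) and the octamer (ATGCAAAT, 0). A further 3 motifs, for single Sox sites (CCWTTGTB), AP-1 (TGASTCA) and KLF factors (GGGYGKGGC), were added after the summit lists had been seen. The authors scanned with position weight matrices, which were not used here, so absolute motif shares are not on the same scale. Background shares came from windows 2 kb to either side. A promoter summit lay within 1 kb of an annotated transcription start.

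Shares are given with Wilson 95% intervals and differences between shares with Newcombe 95% intervals, in the paired form where the same sites were scored in both libraries. These intervals cover counting error among sites only. With 1 library per group no test across replicates was possible, and no p-value was computed. A difference was read as past counting error when its interval excluded 0. In all, 30 comparisons were fixed beforehand, of which 29 gave a difference and 1 gave the counts of the trajectory classes. The sites named in the text were chosen by a rule fixed beforehand: the 2 sites with the highest score, averaged over the libraries that define the class, in each of 3 Oct4 classes (day 1 only, day 7 only and all 3 days), among both kinds of co-bound site at day 1, and among Oct4 S151M sites with MORE that Oct4 did not bind at day 1. A panel of 29 genes was listed beforehand, with all summits within 50 kb of their starts. Pou3f1, the gene of Oct6, is not in this panel and was singled out after its values had been seen.

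The alternatives tried were a sharing distance of 50 or 250 bp, a score of at least 10, equal numbers of the strongest summits in each library of a comparison, 1 summit per peak, only chromosomes 1 to 19, X and Y, leaving out sites with summits of all 3 antibodies, a stricter or looser motif match, motif windows of 50 bp to each side, and a promoter distance of 5 kb. Keeping Oct6 M151S summits with a score of at least 4 was added after the data had been seen.

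The calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. The procedure was tested on simulated data. All 1400 planted motif matches were found. For lists with 25% of sites planted as shared, the measured share was 25.3%, and it was 0.235% after random shifts. In 2000 simulated draws, the intervals held the true value in 95.6% (Wilson), 95.2% (Newcombe) and 94.8% (paired Newcombe) of draws.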

Results

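Genome occupancy during reprogramming was profiled by ChIP-seq, in which DNA fragments bound by a protein are pulled down with an antibody and sequenced. The cells were OG2 MEFs, mouse embryonic fibroblasts that carry a GFP reporter under the Oct4 promoter. They were transduced with retroviruses for Sox2 and Klf4 (SK) together with 1 POU factor, and were then cultured in iCD1, a chemically defined medium used for reprogramming. Days were counted from the change into iCD1. The POU factor was Oct4, Oct6, Oct4defSox2, Oct4 S151M or Oct6 M151S. Oct4defSox2 is an Oct4 mutated at its Sox2 interface, built to disrupt the dimer that Oct4 and Sox2 form on DNA. Oct4 S151M and Oct6 M151S carry each other's residue at a POU position that governs homodimer formation.

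The series held 16 samples in 16 groups of antibody, cocktail and day, with 1 library per group, so there were no replicates. The 13 ChIP libraries were each given as a list of peak summits, and the 3 input libraries were not analysed here. The Oct4 antibody was used for 6 libraries, the Sox2 antibody for 6 and the Oct6 antibody for 1. Oct4 was profiled in Oct4-SK cells at days 1, 5 and 7, and Oct4defSox2 in Oct4defSox2-SK cells at days 1 and 5. Sox2 was profiled at days 1 and 5 in Oct4-SK, Oct6-SK and Oct4defSox2-SK cells. Oct4 S151M was profiled at day 1. The Oct6 M151S sample was day 1 by its title and day 2 by its description, and it was treated as day 1. ChIP of wild-type Oct6 was not analysed here.

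Read depth was not known here, because the summit lists carry no read counts and the library statistics in the supplement of the study were not used here. The number of summits was therefore the measure of yield. It was 8216, 4854 and 3638 for Oct4 at days 1, 5 and 7, and 31070 and 1038 for Oct4defSox2 at days 1 and 5. For Sox2 at days 1 and 5 it was 15222 and 5832 in Oct4-SK, 3242 and 2673 in Oct6-SK, and 5794 and 21563 in Oct4defSox2-SK cells. Oct4 S151M had 101170 summits and Oct6 M151S had 22804, which brought the total to 227116. Keeping only summits with a score, the authors' −log10 p-value, of at least 10 left between 192 (Oct6 M151S) and 81653 (Oct4 S151M) summits per library. The lowest score was between 4.00 and 4.12 in 12 libraries and 2.3 in Oct6 M151S, whose list was thus called at a looser threshold. In that library 12934 of the 22804 summits (56.7%) scored under 4, and 21.2% had a q-value under 0.05. The share with a q-value under 0.05 was 100% in Oct4 S151M.

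Every share of sites below is given with its Wilson 95% interval, and every difference between shares with a Newcombe 95% interval in percentage points. These intervals cover counting error only. They compare libraries and not conditions, since a condition was sampled by 1 library, and no p-value was computed across sites. A site counted as bound in another library when that library had a summit within 100 bp.

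The first question was how far Oct4 binding is retained as reprogramming proceeds. Of the 8216 Oct4 sites at day 1, 2015 were bound at day 5, a share of 24.5% (23.6 to 25.5). After 100 random shifts of the sites along their chromosomes the share was 0.0432% on average. The observed share exceeded the shifted one by 24.5 points (23.5 to 25.5). It rose to 34.4 points (33.1 to 35.8) when both lists were held to equal numbers of their strongest summits, the alternative that moved it most. At day 7, 1073 of the day 1 sites were bound, a share of 13.1% (12.3 to 13.8) against 0.0279% after shifting. In the reverse direction, 41.5% (40.1 to 42.9) of the day 5 sites had been bound at day 1.

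Merging the 3 Oct4 lists gave 13154 sites, which were sorted into 7 trajectory classes by presence or absence at days 1, 5 and 7. Sites bound at day 1 alone numbered 5902 (44.9%), those at day 5 alone 2413 (18.3%) and those at day 7 alone 2132 (16.2%). Together, 10447 sites (79.4%, 78.7 to 80.1) were bound on 1 day only. Sites bound at days 1 and 5 but not at day 7 numbered 1203 (9.15%). Sites bound on all 3 days numbered 820 (6.23%). A further 416 sites were bound at days 5 and 7 and 268 at days 1 and 7. The class sizes depended on the summit list: with equal numbers of strongest summits the day 1 class fell to 2137 sites.

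**Figure D1:**
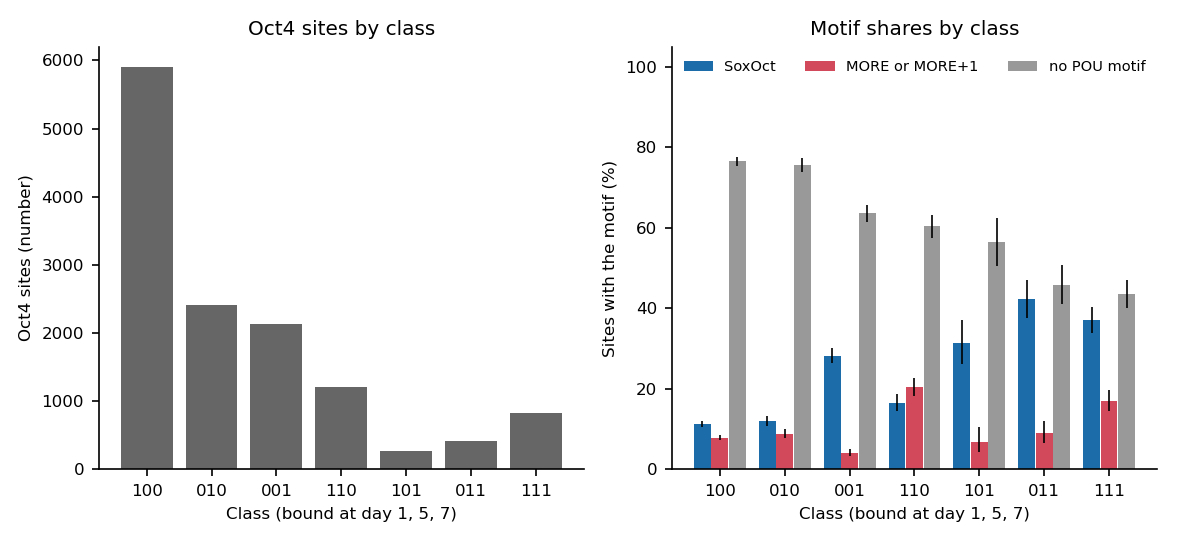
Number of Oct4 sites in each trajectory class (left) and percentage of its sites with a motif within 100 bp (right, bars with Wilson 95% intervals); in each class name, 1 stands for a day with a summit and 0 for a day without one, in order of time. The day 1 class was the largest with 5902 sites, and the share without a POU motif was lowest, at 43.5%, in sites bound on all 3 days.

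The second question was which POU motifs mark early, late and persistent sites. Windows reaching 100 bp to each side of a site were scanned for 4 consensus motifs: the octamer, the composite SoxOct element bound by Sox2 and Oct4 side by side, and the palindromic MORE and its MORE+1 variant, which bind POU homodimers. MORE shares below count sites with either variant. The same scan 2 kb away gave the background. SoxOct matches were found at 28.2% (26.3 to 30.2) of sites bound at day 7 alone and at 11.2% (10.4 to 12.1) of sites bound at day 1 alone. The backgrounds were 1.09% and 1.06%. The difference was 16.99 points (14.9 to 19.1), and it moved most with a score of at least 10, to 30.2 points. MORE matches were found at 18.96% (17.3 to 20.7) of sites bound at both days 1 and 5 and at 4.12% (3.35 to 5.05) of sites bound at day 7 alone, a difference of 14.8 points (12.9 to 16.8). Their backgrounds were 0.693% and 0.710%. No POU motif was found at 76.3% (75.4 to 77.2) of sites bound at day 1 alone or day 5 alone, against 43.5% (40.2 to 46.9) of sites bound on all 3 days. That difference was 32.8 points (29.3 to 36.3), with backgrounds of 96.8% and 96.9%. Across the Oct4 libraries the SoxOct share was 15.1% (14.3 to 15.9) at day 1, 19.6% (18.5 to 20.7) at day 5 and 31.9% (30.4 to 33.4) at day 7. The day 5 minus day 1 difference of 4.53 points (3.18 to 5.90) changed direction with a looser motif match, to −1.57 points (−3.33 to 0.203). The day 7 library was sequenced with shorter reads than the others, so day and read length cannot be separated for day 7.

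Oct4defSox2 was compared with Oct4 to ask whether the mutant targets the same sites and motifs early and late. At day 1, 57.4% (56.3 to 58.5) of Oct4 sites were bound by Oct4defSox2, against 0.283% after random shifts. At day 5 the share was 10.6% (9.79 to 11.5), against 0.00989% after shifts. The fall of 46.8 points (45.4 to 48.1) shrank to 6.26 points (2.23 to 10.3) when all 4 lists were held to their 1038 strongest summits. In the reverse direction, 15.2% (14.8 to 15.6) of the 31070 Oct4defSox2 sites of day 1 were Oct4 sites of day 1. Of the 1038 Oct4defSox2 sites of day 5, 49.7% (46.7 to 52.7) were Oct4 sites of day 5. In this direction the share thus rose, so the direction depended on which list was counted. The SoxOct share of Oct4defSox2 sites was 7.50% (7.21 to 7.79) at day 1, with a background of 1.19%, and 5.90% (4.62 to 7.51) at day 5, with a background of 1.21%. Oct4 exceeded these shares by 7.58 points (6.77 to 8.42) at day 1 and by 13.7 points (11.8 to 15.4) at day 5. The alternative with the largest effect on the day 1 difference was a looser motif match, which gave 19.96 points (18.8 to 21.1). Across all alternatives the difference ranged from 0.801 to 19.96 points at day 1 and from 2.75 to 24.0 points at day 5. The MORE share of Oct4defSox2 sites was 7.12% (6.83 to 7.41) at day 1 and 28.8% (26.1 to 31.7) at day 5. That rise of 21.7 points (19.01 to 24.6) changed direction with equal numbers of strongest summits, to −2.36 points (−6.29 to 1.59), where it no longer exceeded counting error.

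**Figure D2:**
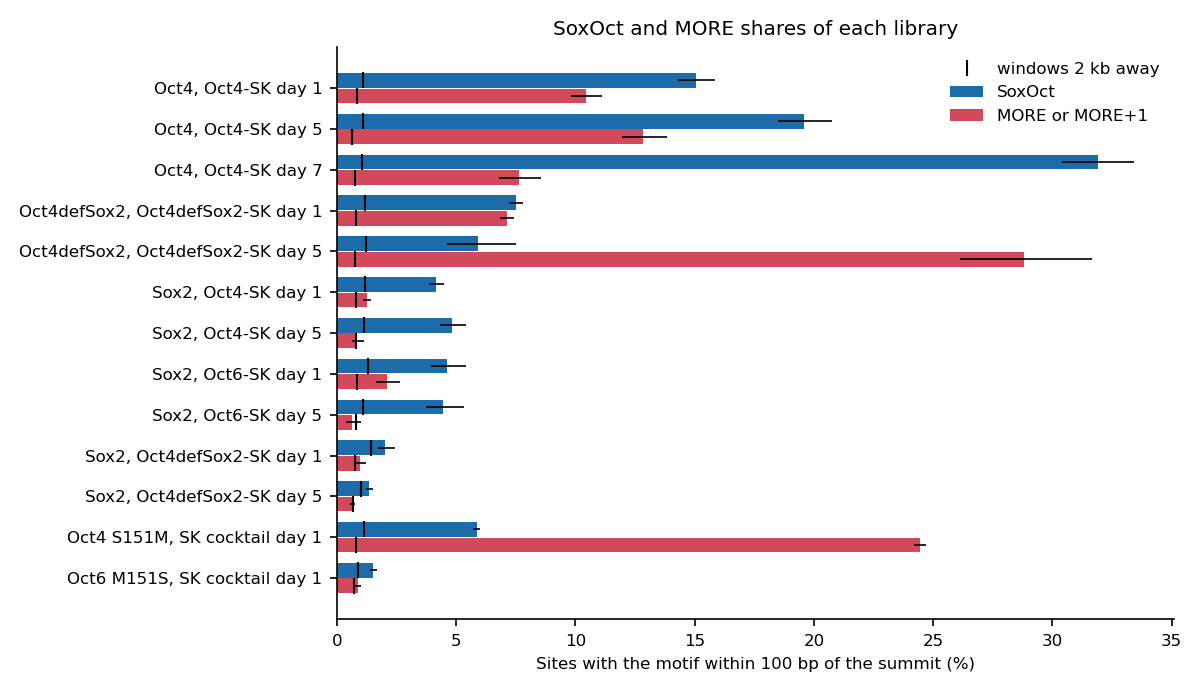
Percentage of the sites of each of the 13 ChIP libraries with a SoxOct match or a MORE or MORE+1 match within 100 bp of the summit; bars carry Wilson 95% intervals and black ticks mark the share in windows 2 kb away. SoxOct reached 31.9% in Oct4 at day 7, and MORE reached 28.8% in Oct4defSox2 at day 5 and 24.5% in Oct4 S151M.

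Oct4 S151M tested whether a residue that raises homodimer formation changes motif choice in chromatin. Its MORE share was 24.5% (24.2 to 24.7) with a background of 0.814%. In Oct4 at day 1 it was 10.5% (9.81 to 11.1) with a background of 0.842%. The difference was 14.0 points (13.3 to 14.7), and with equal numbers of strongest summits it was 34.1 points (32.8 to 35.3), the largest move of any alternative. Its SoxOct share of 5.86% (5.72 to 6.01) was below the 15.1% of Oct4, a difference of −9.21 points (−10.0 to −8.44). Of the Oct4 day 1 sites, 78.2% (77.3 to 79.1) were bound by Oct4 S151M, against 0.910% after random shifts. For Oct4 sites with SoxOct the share was 88.6% (86.7 to 90.2), and for Oct4 sites without a POU motif it was 73.2% (72.0 to 74.3). The difference between these groups was 15.4 points (13.2 to 17.4). Scanned sites of Oct4 S151M that Oct4 did not bind at day 1 numbered 94741, and 25.2% (24.9 to 25.5) of them held MORE.

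Oct6 M151S tested the exchange in the other direction. It was measured with a different antibody and, as given above, called at a looser threshold. Its MORE share was 0.886% (0.773 to 1.02) against a background of 0.698%. Its SoxOct share was 1.53% (1.38 to 1.70) against a background of 0.899%. The MORE share of Oct4 S151M was higher by 23.6 points (23.3 to 23.9), and the SoxOct share of Oct4 at day 1 was higher by 13.5 points (12.8 to 14.3). These differences moved most with a looser motif match, to 50.5 and 36.2 points. Of the Oct4 day 1 sites, 8.39% (7.81 to 9.01) were bound by Oct6 M151S, against 0.199% after random shifts, 49.0 points (47.9 to 50.2) fewer than were bound by Oct4defSox2. An alternative chosen after the data were seen, which kept only Oct6 M151S summits with a score of at least 4, left all 3 differences past counting error in the same direction.

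Co-binding with Sox2 was measured to ask whether the dimerisation mutant meets Sox2 on chromatin as Oct4 does. At day 1, 1628 of the 8216 Oct4 sites (19.8%, 18.97 to 20.7) had a Sox2 summit in the same cocktail, against 0.138% after random shifts. For Oct4defSox2, 2711 of 31070 sites (8.73%, 8.42 to 9.04) did, against 0.0565%. The difference of 11.1 points (10.2 to 12.02) shrank to 0.207 points (−1.12 to 1.53), within counting error, when the lists were held to equal numbers of strongest summits. At day 5, 9.77% (8.96 to 10.6) of Oct4 sites and 7.13% (5.72 to 8.86) of Oct4defSox2 sites were co-bound. This difference of 2.64 points (0.730 to 4.29) changed direction when summits within 250 bp were counted as shared, to −0.461 points (−2.88 to 1.74). SoxOct matches lay at 16.95% (15.2 to 18.9) of Oct4/Sox2 co-bound sites at day 1 and at 3.47% (2.84 to 4.22) of Oct4defSox2/Sox2 co-bound sites. Their backgrounds were 1.04% and 1.36%. The difference of 13.5 points (11.6 to 15.5) moved most with a looser motif match, to 33.3 points. Of the 1628 Oct4/Sox2 co-bound sites, 265 (16.3%, 14.6 to 18.1) were also Oct4defSox2/Sox2 co-bound sites.

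Sites bound by Oct4 at both days 1 and 5, whatever their state at day 7, were then used to ask where mutant binding persists. Of these, 475 held SoxOct and no MORE, 358 held MORE and no SoxOct, and 1082 held no POU motif. At day 1, Oct4defSox2 occupied 85.1% (81.6 to 88.0) of the SoxOct sites and 90.8% (87.3 to 93.4) of the MORE sites. By day 5 it occupied 6.53% (4.64 to 9.11) of the SoxOct sites and 43.0% (38.0 to 48.2) of the MORE sites. The fall was 78.5 points (74.4 to 81.8) at SoxOct sites and 47.8 points (42.4 to 52.7) at MORE sites. With equal numbers of strongest summits these falls were 42.1 and 15.7 points, the smallest of any alternative. The share of MORE sites exceeded that of SoxOct sites by 5.73 points (1.21 to 10.1) at day 1 and by 36.5 points (30.8 to 42.0) at day 5. With equal numbers of strongest summits the excess was 30.1 points (17.7 to 41.2) at day 1 and 56.4 points (44.6 to 65.7) at day 5. Sites without a POU motif were occupied in 80.5% (78.0 to 82.8) of cases at day 1 and in 13.0% (11.2 to 15.2) at day 5. Sox2 in Oct4-SK cells at day 1 occupied 27.4% (23.6 to 31.5) of the SoxOct sites, and Sox2 in Oct4defSox2-SK cells occupied 3.58% (2.25 to 5.66). The difference was 23.8 points (19.9 to 27.9). A lower share than in Oct4-SK cells was not limited to SoxOct sites or to the mutant. In Oct4-SK and Oct4defSox2-SK cells the shares were 23.1% and 7.02% without a POU motif, and 6.98% and 3.07% at MORE sites. Sox2 in Oct6-SK cells occupied 5.89% of the SoxOct sites at day 1. These Sox2 lists held 15222 (Oct4-SK), 5794 (Oct4defSox2-SK) and 3242 (Oct6-SK) summits. At day 5 Sox2 occupied 19.2% (15.9 to 22.9) of the SoxOct sites in Oct4-SK and 10.1% (7.71 to 13.1) in Oct4defSox2-SK cells. At Oct4 sites that were absent at day 1 and present at day 5, Oct4defSox2 at day 5 occupied 25.2% (20.01 to 31.3) of 226 MORE sites and 1.36% (0.626 to 2.94) of 440 SoxOct sites.

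**Figure D3:**
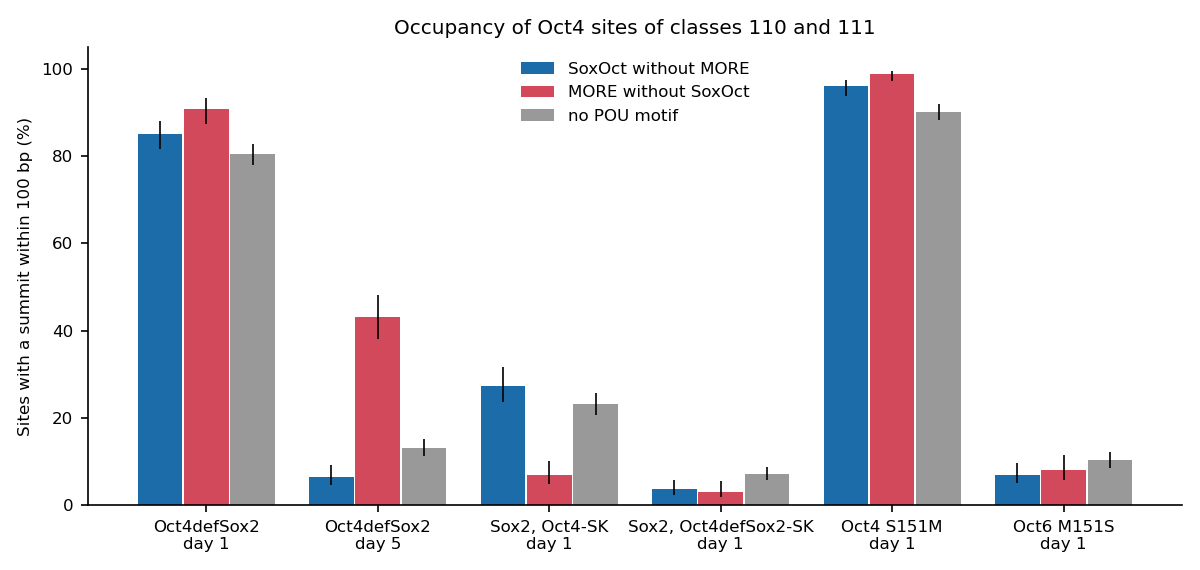
Percentage of Oct4 sites bound at both days 1 and 5 that had a summit within 100 bp in 6 other libraries, for sites with SoxOct and no MORE (475), with MORE and no SoxOct (358) and with no POU motif (1082); bars carry Wilson 95% intervals. Oct4defSox2 fell from 85.1% to 6.53% at SoxOct sites and from 90.8% to 43.0% at MORE sites between days 1 and 5.

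The reverse view started from Sox2 sites of Oct4-SK cells that held SoxOct. At day 1, 53.5% (49.6 to 57.3) of 634 such sites were bound by Oct4defSox2, and at day 5, 5.00% (3.00 to 8.22) of 280 were. The fall was 48.5 points (43.4 to 52.8), and 20.98 points (9.47 to 31.8) with equal numbers of strongest summits. Oct4 itself bound 39.3% (35.5 to 43.1) of these sites at day 1 and 42.9% (37.2 to 48.7) at day 5. Sox2 of Oct4defSox2-SK cells bound 9.78% (7.70 to 12.3) of the 634 sites at day 1 and 29.6% (24.6 to 35.2) of the 280 sites at day 5.

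The Sox2 libraries were compared to ask how far the POU factor of the cocktail alters where Sox2 binds. Of the Sox2 sites of Oct4-SK cells at day 1, 5.28% (4.93 to 5.64) were bound by Sox2 in Oct6-SK and 10.6% (10.1 to 11.1) in Oct4defSox2-SK cells, a difference of −5.35 points (−5.87 to −4.84). Random shifts gave 0.0309% and 0.0579%. At day 5 the shares were 16.6% (15.6 to 17.6) and 38.3% (37.0 to 39.5), a difference of −21.7 points (−23.0 to −20.4), with 0.0261% and 0.210% after shifts. The day 5 difference was −3.33 points (−5.29 to −1.37) with equal numbers of strongest summits, the alternative that moved it most. Of 21471 merged Sox2 sites at day 1, 469 (2.18%) were shared by the 3 cocktails, and at day 5, 832 of 26143 (3.18%) were. The SoxOct share of Sox2 sites at day 1 was 4.17% (3.86 to 4.50) in Oct4-SK, 2.04% (1.70 to 2.43) in Oct4defSox2-SK and 4.63% (3.96 to 5.41) in Oct6-SK cells. Backgrounds were 1.16%, 1.43% and 1.31%. Oct4-SK exceeded Oct4defSox2-SK by 2.13 points (1.63 to 2.60). Its difference from Oct6-SK was −0.461 points (−1.30 to 0.286) and did not exceed counting error. That difference became 2.16 points (1.03 to 3.30) with equal numbers of strongest summits and −2.35 points (−3.94 to −0.819) with a looser motif match.

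**Figure D4:**
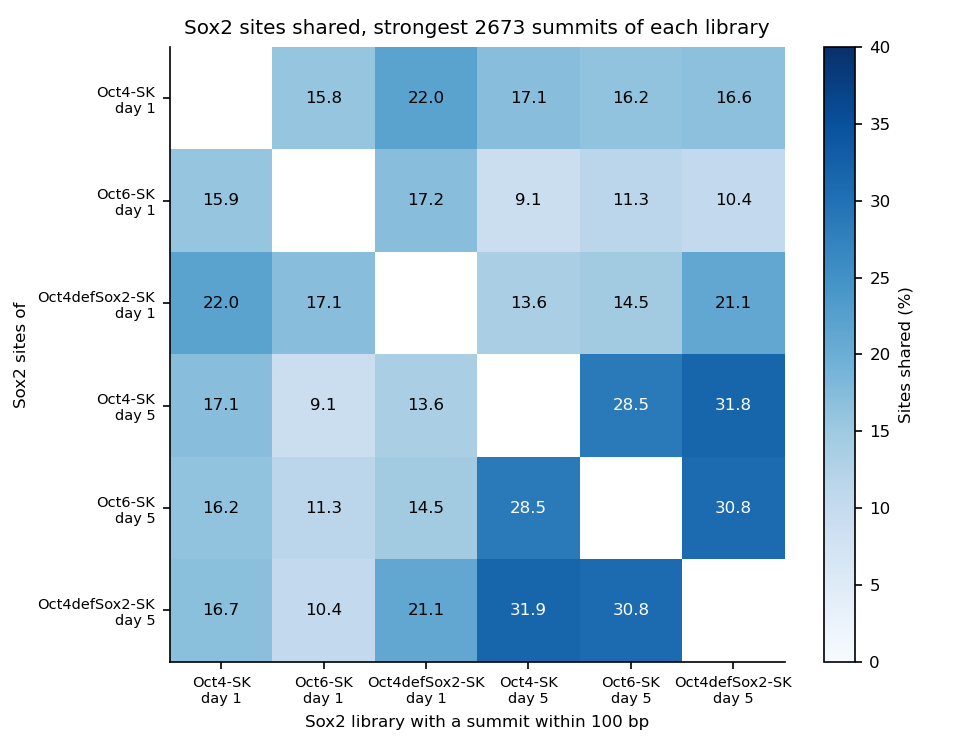
Percentage of the Sox2 sites of each library (vertical axis) with a summit within 100 bp in another Sox2 library (horizontal axis), at the 2673 strongest summits of each; darker cells mark a larger percentage. Pairs of cocktails at day 5 shared 28.5% to 31.9%, and days 1 and 5 of the same cocktail shared 11.3% to 21.1%.

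Promoter binding was compared between days. A summit lay within 1 kb of an annotated transcription start at 5.16% (4.70 to 5.66) of Oct4 sites at day 1 and at 9.99% (9.17 to 10.9) at day 5. The difference was −4.83 points (−5.82 to −3.87), and with starts within 5 kb it was −6.01 points. At day 7 the share was 7.06% (6.27 to 7.94), between those of days 1 and 5.

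Sites were named by a rule fixed beforehand, the 2 with the highest mean score of each class, in GRCm38 coordinates. Both sites bound by Oct4 on all 3 days lay in introns and held MORE. The site at chromosome 11, 5237846 to 5238046, in an intron of Kremen1, scored 310.8, 242.3 and 108.4 at days 1, 5 and 7. Its MORE match, ATGCATATGCAC, lay at 5237925 to 5237936 with 1 mismatch to the consensus. The site at chromosome 1, 132222276 to 132222476, in an intron of Lemd1, scored 92.5, 285.1 and 123.1, and its match ATGCATATGCAT had 0 mismatches. At this site Oct4defSox2 scored 417.5 at day 1 and 218.5 at day 5, and at the Kremen1 site it scored 318.6 and 18.9. Among sites bound at day 1 alone, the highest lay at chromosome 8, 78688857 to 78689057, in an intron of Slc10a7 (score 164.7, with SoxOct and MORE matches), and the next at chromosome 2, 124380571 to 124380771, in an intron of Sema6d (107.5, no POU motif). Among sites bound at day 7 alone, the highest lay at chromosome 9, 123461911 to 123462111, in a UTR of Lars2 (57.6), and the next at chromosome 8, 23562085 to 23562285, between genes, 73834 bp from the nearest coding start, Zmat4 (48.0). Neither held a POU motif. The Lars2 site was also a Sox2 summit at day 5 in Oct4-SK (43.4) and Oct4defSox2-SK cells (91.1).

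For co-bound sites the mean score was taken over the POU and the Sox2 library. The Oct4/Sox2 sites at day 1 lay at chromosome 13, 109592931 to 109593131, in an intron of Pde4d (mean score 168.2, octamer ATGCAAAT), and at chromosome 2, 6998846 to 6999046, in an intron of Celf2 (134.6, no POU motif). The Oct4defSox2/Sox2 sites lay at chromosome 18, 42308136 to 42308336, in an intron of Rbm27 (mean score 124.0, SoxOct TTTTGTCATGCAAAC), and at chromosome 5, 97016309 to 97016509, in an intron of Bmp2k (109.5, octamer). Both Oct4defSox2/Sox2 sites were also Oct4 sites on all 3 days. Oct4 S151M sites with MORE that Oct4 did not bind at day 1 were headed by chromosome 2, 75985479 to 75985679, between genes, 3612 bp from the start of Ttc30a1 (1121), and chromosome 4, 155533179 to 155533379, in an intron of Gnb1 (1095). Their MORE+1 matches were ATGCATAATGGAT and TTGCATAATGCAT, each with 1 mismatch.

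The study tested a SoxOct element near Sox21 and a MORE element near Spata13. The Oct4 summits of days 1, 5 and 7 on chromosome 14 at 118230388, 118230361 and 118230380 lay between genes, 6642 to 6669 bp downstream of the Sox21 start, and held SoxOct. Their scores were 77.4, 53.9 and 48.9. Oct4defSox2 scored 221.8 there at day 1 and had no summit within 50 kb at day 5. In an intron of Spata13, Oct4 summits at 60653442, 60653473 and 60653450 held MORE and scored 18.7, 13.3 and 12.04, and Oct4 S151M scored 338.3 at 60653460. Oct4defSox2 had no summit at the Spata13 element on either day.

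A panel of 29 genes, fixed beforehand, was searched for summits within 50 kb of each transcription start. Of its 18 pluripotency genes, 6 had an Oct4 summit at day 1, 6 at day 5 and 4 at day 7. Without summits in exons of Pou5f1, Sox2 and Klf4 the numbers were 4, 6 and 4. Oct4defSox2 had summits near 11 at day 1 and near 1 at day 5. Oct4 S151M had summits near 17, in a list of 101170 summits. Of the 7 fibroblast genes, 3 had an Oct4 summit at day 1, 2 at day 5 and 0 at day 7. Near Pou5f1, the gene of Oct4 (chromosome 17, 35506018 to 35510772), Oct4 summits 1963 to 1975 bp upstream of the start held SoxOct at all 3 days and scored 44.7, 26.2 and 155.1. A separate group of summits between 35506293 and 35506322, in coding exon 1, was found in 8 libraries, with the highest score, 280.6, in Sox2 of Oct4defSox2-SK cells at day 5. Since the delivered factors carry the same coding sequences, summits in exons of Pou5f1, Sox2 and Klf4 were not read as binding at these genes.

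**Figure D5:**
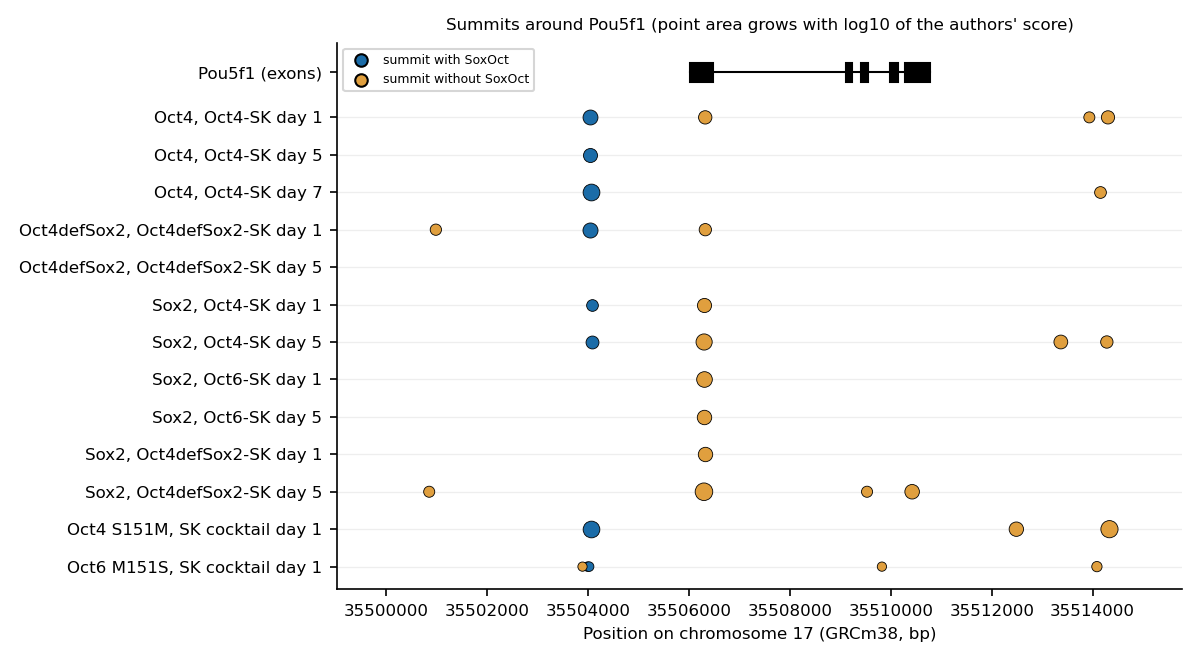
Position of ChIP summits around Pou5f1 on chromosome 17 (horizontal axis, GRCm38 bp) in the 13 libraries (vertical axis), with exons in black at the top, blue points for summits with SoxOct, orange points for those without, and point area growing with the log10 of the authors' score. A group of summits with SoxOct lies about 2 kb upstream of the start, and 8 libraries have a summit between 35506293 and 35506322 in exon 1.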

Values the study reported

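In the study, roughly 50% of the sites that Oct4 bound only transiently lacked any composite POU motif. Matches to the canonical SoxOct motif were reported for 40% of the locations shared by Oct4 and Sox2, and for 10% of those shared by Oct4defSox2 and Sox2. The group of Oct4 peaks with low accessibility in fibroblasts held 5581 peaks.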

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

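The tests of summit numbers, of exchanged files, and of SoxOct, MORE and motif-free shares at equal numbers were chosen only after the result was seen, and both tests of the mitochondrial summits were chosen before.

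Oct4-SK and Oct4defSox2-SK cells were compared on both days in 11 measures, and 4 of these went in opposite directions at days 1 and 5, with intervals that excluded 0 on both days for the shares. Another, the promoter share of Sox2 sites, was 2.03 points (1.37 to 2.65) at day 1 and −0.834 points (−1.74 to 0.109) at day 5, where its interval included 0. Each cocktail and day was 1 library, so the difference between the days was not tested for any of them.

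The number of Oct4-antibody summits in Oct4-SK over that in Oct4defSox2-SK cells was 0.264 at day 1 and 4.68 at day 5. Of the Oct4defSox2 sites of day 5 with a score of at least 10, 94.3% (91.8 to 96.0) had a summit at day 1, as a lower depth or enrichment of the day 5 library alone would give. For Oct4 the share of such day 5 sites found at day 1 was 62.1% (60.1 to 64.1), which argues against a lower yield as the only difference between its days. For Oct4defSox2 the SoxOct and MORE shares argue against it as well. At 1038 strongest summits each, its SoxOct share was lower at day 5 than at day 1 by 10.99 points (8.30 to 13.7), while its MORE share was lower by 2.36 points (−1.59 to 6.29). Its share without a POU motif rose from 46.1% to 60.9%, which a lower enrichment at day 5 could also give. Of these summits, 36.4% (33.5 to 39.4) were shared by the days. The share that a lower yield alone would give was not computed, so this value decides nothing. A lower yield may still account for part of the shorter list of day 5. A loss of binding by the mutant between the days, the biological difference that the design names, remains open and untested.

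The MORE share of Oct4 sites minus that of Oct4defSox2 sites was 3.34 points at day 1 and −16.0 points at day 5. With equal numbers of strongest summits the day 1 difference was −2.51 points (−3.49 to −1.53), the direction of day 5, where it was −3.12 points (−6.95 to 0.718). The day 1 difference was −9.46 points (−13.2 to −5.67) with all 4 lists at 1038 summits. A candidate explanation is that differing list lengths gave the opposite directions, since the MORE share rose in both shortened lists, from 7.12% to 13.0% for Oct4defSox2 at day 1 and from 12.9% to 25.7% for Oct4 at day 5. An effect of the mutation on either day remains open and untested.

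The share of sites without a POU motif, Oct4 minus Oct4defSox2, was −8.97 points at day 1 and 3.45 points at day 5. With equal numbers of strongest summits it was 2.33 points (0.915 to 3.74) at day 1 and −17.1 points (−21.3 to −12.8) at day 5. Both directions were thus reversed, and differing list lengths are a candidate explanation for the directions seen with all summits. The reversed contrast remained with all 4 lists at 1038 summits, where the day 1 difference was 8.40 points (4.09 to 12.7). This cannot decide on list length as its cause, because equal numbers keep a smaller part of a longer list. On each day the list that had been longer held fewer sites without a POU motif. At day 1 the shares were 46.1% for Oct4defSox2 and 54.5% for Oct4, and at day 5 they were 60.9% and 43.9%. An effect of the cocktail that changes with time, and other differences between single libraries, remain open and untested.

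The number of Sox2 summits in Oct4-SK over that in Oct4defSox2-SK cells was 2.63 at day 1 and 0.2705 at day 5. An exchange of the day 5 files would place the sites of the file named Oct4defSox2-SK nearer to Oct4. At 4854 strongest summits each, however, 9.13% of Oct4 day 5 sites had a Sox2 summit from the file named Oct4-SK and 4.10% from the other, a difference of 5.03 points (4.22 to 5.85), which argues against the exchange. A lower depth or enrichment of the smaller library as the only difference was also argued against. In Oct4defSox2-SK cells 45.3% (43.3 to 47.3) of the stronger sites of day 1, the smaller list, were found at day 5, and in Oct4-SK cells 30.3% (28.5 to 32.2) of those of day 5 were found at day 1. An effect of the cocktail on Sox2 binding that changes with time, and other differences between single libraries, remain open.

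Outside the chromosomes used for motif shares, 28 mitochondrial summits were listed in Sox2 of Oct4-SK cells at day 5 and 0 in the other 12 libraries. They lay between positions 354 and 15603 of the 16299 bp mitochondrial genome, with scores from 4.08 to 20.1. They fell in 12 of its 17 bins of 1 kb, against a median of 14 for random placement, which is consistent with reads spread over the whole molecule in that library. A single Sox motif lay near 2 of the 28, or 7.14% (1.98 to 22.6), against 3.41% of all mitochondrial positions. With so few summits, Sox-directed binding cannot be told apart from its absence. No other biological explanation was tested.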

How the results depend on the processing

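All alternatives were chosen before the data were examined, except the minimum score of 4 for Oct6 M151S summits, which was chosen after they were seen.

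Of the 29 differences, 24 kept their direction and their side of counting error under every alternative run. Of 267 values of these differences under alternatives, 260 did so, 2 lost and 1 gained an interval that excluded 0, and 4 changed direction. The cause was not tested for any of the changes below unless it is given.

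With equal numbers of strongest summits, the MORE share of Oct4defSox2 sites at day 5 minus day 1 changed from 21.7 to −2.36 points (−6.29 to 1.59). In this alternative weaker summits of the longer list are dropped by construction. The SoxOct share of Sox2 sites at day 1, Oct4-SK minus Oct6-SK, changed from −0.461 to 2.16 points (1.03 to 3.30). The share of POU sites co-bound by Sox2 at day 1, Oct4-SK minus Oct4defSox2-SK, fell from 11.1 to 0.207 points (−1.12 to 1.53). The Oct4 classes of day 1 only, of days 1 and 5, and of days 1 and 7 went from 5902, 1203 and 268 to 2137, 719 and 155 sites, as fewer summits entered.

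With a score of at least 10, the day 5 co-binding difference fell from 2.64 to 1.39 points, with an interval that included 0. All 7 Oct4 classes shrank by over 1.5 times, as fewer summits entered. The classes of 1 day went from 5902 to 3399 (day 1), from 2413 to 806 (day 5) and from 2132 to 895 (day 7) sites. The classes of days 1 and 5, of days 1 and 7, and of days 5 and 7 went from 1203 to 737, from 268 to 163 and from 416 to 243. The class of all 3 days went from 820 to 487. The same alternative accounted for the 12 of 39 summit numbers that moved by over 1.5 times. The remaining 39 of the 49 class sizes under alternatives stayed within 1.5 times.

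With summits within 250 bp counted as shared, the day 5 co-binding difference was −0.461 points (−2.88 to 1.74). With a looser motif match, the SoxOct share of Oct4 sites at day 5 minus day 1 was −1.57 points (−3.33 to 0.203). The SoxOct share of Sox2 sites at day 1, Oct4-SK minus Oct6-SK, was −2.35 points (−3.94 to −0.819) with that match.

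Among the differences that held, the fall in Oct4 sites bound by Oct4defSox2 from day 1 to day 5 ranged from 6.26 to 54.2 points. The difference in occupancy at day 5 between constitutive MORE and SoxOct sites ranged from 33.8 to 56.4 points. The MORE share of Oct4 S151M minus Oct4 ranged from 1.57 to 34.1 points, the SoxOct share of co-bound sites from 2.13 to 33.3 points, and the promoter share of Oct4 at day 1 minus day 5 from −6.01 to −3.74 points. All alternatives gave a value, so 0 were left out. No analysis paired by replicate was possible because each group had 1 library. For promoter and KLF shares, libraries of days 1 and 5 were paired by antibody and cocktail, without a test across the pairs.

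Unknown read depth limits every comparison of list lengths and of shares between libraries. A site without a summit was below the authors' threshold, which is not the same as unbound.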

Other observations

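Equal numbers of summits were an alternative chosen beforehand, but the tests of explanations that use them or shorten 1 list, the test among the strongest Oct6 M151S summits and the test of exon 1 of Pou5f1 in Oct6-SK cells were chosen only after the result was seen. The promoter tests, the single Sox motif test and the test of exon shares near Pou5f1, Sox2 and Klf4 were chosen before. The test at Pou3f1 was chosen after its values had been seen.

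Motif shares came from consensus strings here and from position weight matrices in the study, so they are not on the same scale. The share of transient Oct4 sites without a POU motif was 76.3% here. That is higher than the value quoted from the study above, which was worded for composite POU motifs, while the octamer also counted here. Among Oct4/Sox2 co-bound sites the SoxOct share was 16.95% here. That is lower than the value quoted from the study above. Among Oct4defSox2/Sox2 co-bound sites it was 3.47% here. That is lower than the value quoted from the study above.

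List length was tested as the whole cause of 3 contrasts with equal numbers of strongest summits. Equal numbers keep a smaller part of a longer list, so they do not remove list length in full. The fall in Oct4 sites shared with Oct4defSox2 from day 1 to day 5 kept 6.26 points (2.23 to 10.3) of its 46.8. For that reason this remainder cannot decide on list length. From day 1 to day 5, Oct4defSox2 occupancy of Oct4 sites bound on both days fell more at SoxOct than at MORE sites, by 26.3 points (13.5 to 38.4). When only the day 1 Oct4defSox2 list was shortened, so that the Oct4 sites stayed the same, this difference was 9.24 points (3.01 to 15.6). Both values argue against list length as the whole cause of this contrast. That shortening changed the day 1 excess of MORE over SoxOct sites from 5.73 to 27.3 points, against 36.5 points at day 5. The MORE share of Oct4 S151M exceeded that of Oct4 by 34.1 points (32.8 to 35.3), but only the longer Oct4 S151M list was shortened. Shortening also raised the MORE share of Oct4defSox2 at day 1 (7.12% to 13.0%) and of Oct4 at day 5 (12.9% to 25.7%). The 34.1 points therefore do not test list length. With all summits the longer Oct4 S151M list still held more MORE, by 14.0 points (13.3 to 14.7). That argues against length as the whole cause, as the other lists lost MORE share with length. The mutations and other differences between single libraries remain open, untested explanations. List length may still account for part or all of the first contrast and for much of the excess at MORE sites.

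At 2673 strongest summits each, Sox2 libraries of day 5 shared more sites with each other across cocktails than with day 1 of their own cocktail. The lowest share across cocktails at day 5 was 28.5% and the highest between days of a cocktail was 21.1%. With all summits this held for the day 5 sites of Oct6-SK cells. Of these, 36.1% were bound in Oct4-SK and 52.4% in Oct4defSox2-SK cells at day 5, and 12.2% in Oct6-SK cells at day 1. In the reverse direction the pattern did not hold for sharing with Oct6-SK cells. Of the day 5 sites of Oct4-SK cells, 18.9% were bound at day 1 and 16.6% in Oct6-SK cells at day 5, and for Oct4defSox2-SK cells the shares were 8.79% and 6.50%. At 2673 strongest summits each, the shares across cocktails at day 1 were 15.9% to 22.0%. Beyond 1 kb of transcription starts the lowest day 5 share was 29.1% and the highest between days was 21.4%, which argues against promoters that any ChIP enriches. A Sox2 distribution set more by the day than by the POU factor could give this pattern. So could a difference in processing between the days, which the labels do not record and which was not tested.

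The SoxOct share of Sox2 sites in Oct4defSox2-SK cells at day 1, 2.04%, lay near its background of 1.43%. The single Sox motif was found at 24.7% (23.6 to 25.8) of these sites against 6.15% in windows 2 kb away, which argues against a list made of background regions. An Oct4defSox2 summit of the same day lay at 46.8% (45.5 to 48.1) of these sites, against 0.313% after random shifts, so the list as a whole was not free of the POU factor. An effect of the mutation on the motif at sites of Sox2 remains open and untested.

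Oct6 M151S sites held MORE near background. Among its 1000 strongest summits the MORE share was 1.80% (1.14 to 2.83) against 0.701% in windows 2 kb away. A loss of MORE preference by the mutation cannot be told apart from a weak library, because only 192 of its summits reached a score of 10 and wild-type Oct6 was not analysed here.

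In all 5 pairs of libraries of the same antibody and cocktail, day 5 had a larger share of promoter summits than day 1, by 4.05 to 7.98 points. The KLF motif share was also larger at day 5 in the 5 pairs, by 1.42 to 3.90 points. In the Oct4 and the 3 Sox2 pairs the smallest KLF difference was 1.28 points (0.781 to 1.83) beyond 1 kb of transcription starts and 1.61 points (1.01 to 2.23) with equal numbers of summits, so neither promoters nor list length alone explains it there. Sites shared with the delivered Klf4 may contribute to it, which was not tested. In the Oct4defSox2 pair the differences were 0.267 points (−0.488 to 1.41) and 0.875 points (−0.627 to 2.41). Both intervals include 0 and also most or all of the 1.42 points seen with all summits, so promoters and list length cannot be told apart from a change in binding.

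Some of the strongest summits lay in exons of the delivered factors. Within 50 kb of the starts of Pou5f1, Sox2 and Klf4, 29 of 73 summits (39.7%, 29.3 to 51.2) lay in exons of these genes, against 17 of 275 (6.18%, 3.90 to 9.68) near the other panel genes. These counts pool the 13 libraries, and 1 position can count once in each. The summit in exon 1 of Pou5f1 counted in 8 libraries. The intervals treat such repeats as separate sites and are therefore too narrow. Reads from the delivered cDNAs could give this excess. They did not give it in every library. In Oct4 S151M, Oct4 at days 5 and 7 and Oct4defSox2 at day 5, 0 summits lay in these exons, although the cDNAs were delivered. The summit in coding exon 1 of Pou5f1 was the strongest of all in Sox2 of Oct6-SK cells at day 1, with a score of 71.5, and it was present in 2 of the 3 libraries of cocktails with an Oct6 factor. Reads of an Oct4 cDNA in its own cocktail therefore cannot be the whole cause. Oct4 DNA carried between cultures, the reporter transgene of the OG2 cells and binding at the exon itself remain open and were not tested.

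Pou3f1, the gene of Oct6, was singled out after its values were seen. The strongest summit of the Oct6 M151S library (score 344.4) lay in its exon on chromosome 4, at 124658692. Summits in this exon were found in 3 of 3 libraries of cocktails with an Oct6 factor and in 5 of 10 libraries of Oct4 cocktails. By score, the highest of them ranked 1, 2 and 96 in the libraries of Oct6 cocktails. In those of Oct4 cocktails it ranked 394, 423, 726, 1045 and 18477, though ranks depend on list length. Delivered Oct6 cDNA cannot be told apart from binding at Pou3f1 or from DNA carried between samples, because the exon also drew summits where no Oct6 was delivered.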
